A study of Mus musculus with 8 samples. Its data were reported in "Transcriptomic sex differences in sensory neuronal populations of mice" (2020).

How the data were processed

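Gene expression was measured by RNA sequencing in sensory neurons of mouse dorsal root ganglia (DRG), the clusters of sensory nerve cell bodies beside the spinal cord. The neurons had been labelled from their targets: the fluorescent lectin conjugate WGA-488 was injected into hindpaw skin and thigh muscle, travelled back along the axons, and the labelled cells were isolated by fluorescence-activated sorting. Libraries were made from small amounts of RNA with the SMART-seq2 protocol, in which cDNA is primed with oligo-dT and amplified by PCR before sequencing. There were 4 libraries from female mice and 4 from male mice, and the group and number of each library were taken from its labels.

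The authors aligned single reads to the mouse genome build mm9 with TopHat2 and counted reads per gene with HTSeq-count, and the deposited values are these raw read counts, with no normalization. The tool versions, the annotation release and the strand option of the counting were not stated. The deposited counts covered 22609 gene symbols in each of the 8 libraries, followed by 5 summary lines of the counting program, which gave the reads outside features, ambiguous reads and reads with several alignments. Reads were counted without molecular identifiers, so PCR copies of one molecule cannot be told from separate molecules, and the floors given here cover counting error only.

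Depth was taken as the sum of counts over genes. It ranged from 4.80 to 7.33 M gene reads (M, 1e6 reads) per library, and the smallest level that 3 reads can show ranged from 0.409 to 0.625 counts per 1e6 gene reads (CPM). Gene coordinates, exon lengths and exon GC content came from the GENCODE M1 annotation of NCBIM37, the assembly also called mm9. Of the gene symbols, 21627 matched the annotation directly and 78 through an older symbol, together 96%, and 904 had no match and carry no position, length or GC content. Coordinates are 1-based.

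Counts were tested between sexes with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling factors, the default expression filter on the 2 groups and Benjamini-Hochberg adjustment over the 12518 genes that passed the filter. The model held sex alone, because the study compared the sexes without covariates, and log2 fold changes are female over male. Standard errors were derived from the estimate and its F statistic. Genes were selected by the study's kind of rule, with CPM in place of RPKM: an unadjusted p-value under 0.05, a fold change over 2 or over 1.5, and a mean CPM over 1 in the higher group. Sex-linked genes (Xist, Tsix and 8 Y-linked genes) were fitted but not counted. The genes named were fixed by a rule: the sex-linked genes, 22 genes that the study's text names as sex-dependent in this preparation, and the 10 other genes with the smallest unadjusted p-values. These lists, the marker sets, the tests and all alternatives except the GC correction were chosen before the data were examined.

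Marker sets for cell types of the ganglion and for gene families of processes that the study named mainly in other preparations, 13 in all, were scored in each library as the mean of log2(CPM + 1) over the genes of the set that passed the filter. The sexes were compared with a two-sided exact permutation test over the 70 labelings of the libraries, which cannot give a p-value below 0.0286, and with Benjamini-Hochberg adjustment over the sets.

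The test was first tested on simulated data. Counts for 12518 genes were drawn from a negative binomial distribution with the real means, library sizes and dispersions, and 200 genes were changed. At a fold change of 2, the test recovered 121 changed genes (60.5%) with 6 false calls, among 12398 genes that passed the filter. At a fold change of 4 it recovered 197 changed genes (98.5%) with 13 false calls, among 12409 genes.

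The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), the edgeR exact test, DESeq2 size factors, library size alone, other expression filters, counts thinned to the smallest library, corrections for exon length and GC content, the glial marker score as a covariate, leaving out each library in turn, other forms of the selection rule and, for marker sets, another pseudocount (0.1), scaling and summary. The GC correction was chosen after seeing the data. Libraries with the same number come from different mice, and the number in the labels is the only source of a pairing; the fit that uses it as a block is one of the alternatives. A planned merging of duplicate libraries did not apply, since the chi-square per degree of freedom between libraries of one sex was at least 2.91. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the figures. Whole ganglia, hindpaw tissue, Percoll-enriched neurons and the quantitative PCR of the study were not analysed here.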

Results

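To find sex differences in sensory neurons that innervate hindpaw skin and thigh muscle, RNA of sorted WGA-488-labelled DRG neurons was sequenced from 4 female and 4 male mice. Female libraries held 5.94 ± 1.02 M gene reads (SD, n = 4) and male libraries 6.72 ± 0.521 M (SD, n = 4). Female replicate 3 was the shallowest with 4.80 M gene reads, and male replicate 1 the deepest with 7.33 M. Gene reads made up 40.5% ± 0.910 of uniquely aligned reads (SD, n = 8), and 59.4% ± 0.917 (SD, n = 8) fell outside annotated exons as counted by the authors. Each library detected between 15145 and 15489 genes with at least 1 read. The 10 most abundant genes took 5.75% ± 0.448 of gene reads in females (SD, n = 4) and 5.42% ± 0.252 in males (SD, n = 4). The labels give no sequencing batch or date, so no relation could be recomputed within batches.

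Sex-linked genes were examined first, as a check of the labels. Xist, the non-coding RNA of the inactive X chromosome (X: 100655714 to 100678556, minus strand, build mm9), had 395 to 764 reads in the female libraries and 0 to 6 in the male libraries. Its normalised level was 96.9 ± 27.2 CPM in females (SD, n = 4) and 0.331 ± 0.391 CPM in males (SD, n = 4), with a log2 fold change of 8.08 ± 0.44 (SE) and an edgeR adjusted p-value of 2.54e-05. Tsix, which overlaps Xist on the other strand (X: 100626856 to 100680296), had 77 to 157 reads in females and 0 in males, at least 45.9-fold higher in females. Because the strand option of the counting is not stated, the level of Tsix is uncertain. The Y-linked genes had no reads in any female library. In males, Ddx3y (Y: 597158 to 623056) had 240 to 309 reads, Eif2s3y (Y: 346986 to 365290) 147 to 192 reads, Uty (Y: 433304 to 582202) 105 to 128 reads and Kdm5d (Y: 234231 to 280254) 25 to 50 reads. These levels were at least 83.9-fold higher for Ddx3y, 50.4-fold for Eif2s3y, 33.9-fold for Uty and 12.2-fold for Kdm5d than the smallest level the female libraries could show. Usp9y, Zfy1, Zfy2 and Sry had 0 reads in all 8 libraries. Every library therefore carried the transcripts of the sex in its label.

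**Figure D1:**
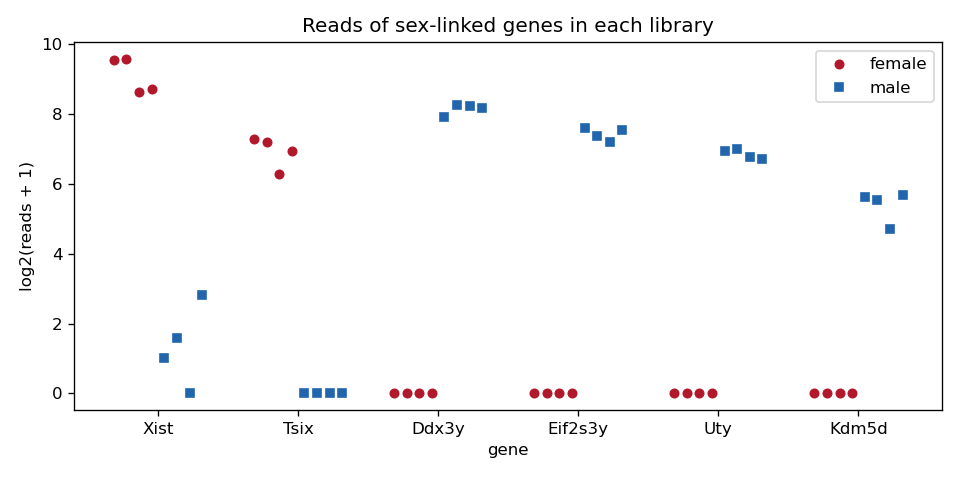
Reads of 6 sex-linked genes (horizontal axis) in each library, as log2(reads + 1) on the vertical axis; circles are the 4 female and squares the 4 male libraries. Xist lies between 395 and 764 reads in females and between 0 and 6 in males, and the Y-linked genes have 0 reads in females.

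The sexes were then compared over all genes. Of 12512 tested genes other than the sex-linked ones, 884 (7.07%) had an unadjusted edgeR p-value under 0.05, 554 higher in females and 330 higher in males. With uniform p-values about 625.6 would pass. The other splits of these libraries into 4 and 4, given at the end, had 127 to 836 such genes (median 334). The number reached by chance therefore varies widely in these libraries. Without female replicate 4, 723 genes were higher in females and 724 in males, so the female excess at this threshold rests on that library. After Benjamini-Hochberg adjustment, 5 genes passed 0.05, 1 higher in females and 4 higher in males. This number moved most without female replicate 1, to 78 genes, 68 higher in females and 10 higher in males, and with DESeq2 21 genes passed in each direction. The levels of the sexes did not overlap for 700 genes (5.59%), where chance gives 2.86%. The biological coefficient of variation among libraries of one sex was 0.205.

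Tmem173, which encodes the immune adaptor STING (chromosome 18, 35893332 to 35900208, protein-coding), was lower in females, with 6.96 ± 1.80 CPM in females (SD, n = 4) against 27.4 ± 6.16 CPM in males (SD, n = 4). Its log2 fold change was -1.99 ± 0.24 (SE), with an edgeR adjusted p-value of 0.00873, and it passed in 8 of the 8 fits that each left out one library. Fam150b, also called Alkal2 (chromosome 12, 31569187 to 31578719), was at 36.0 ± 6.85 CPM in females (SD, n = 4) and 92.8 ± 15.7 CPM in males (SD, n = 4), a log2 fold change of -1.37 ± 0.17 (SE) with an edgeR adjusted p-value of 0.0133; it passed in 7 of these 8 fits. Fam150b shares exon bases with Acp1 on the other strand, so its level is uncertain if strand was not used in the counting.

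Angptl2 (chromosome 2, 33071589 to 33103237), an angiopoietin-like secreted protein gene, was at 13.6 ± 3.11 CPM in females (SD, n = 4) and 41.0 ± 8.66 CPM in males (SD, n = 4), with a log2 fold change of -1.59 ± 0.21 (SE) and an edgeR adjusted p-value of 0.0167. Timp1 (X: 20447292 to 20451861), an inhibitor of matrix metalloproteases, was at 1.69 ± 0.258 CPM in females (SD, n = 4) and 9.78 ± 4.17 CPM in males (SD, n = 4). The log2 fold change of Timp1 was -2.53 ± 0.36 (SE) and its edgeR adjusted p-value 0.0264, resting on 8 to 12 reads in females and 32 to 100 in males. Eef1a2 (chromosome 2, 180882358 to 180891719), a translation elongation factor, was higher in females, with 58.4 ± 5.54 CPM (SD, n = 4) against 30.4 ± 2.59 CPM in males (SD, n = 4), a log2 fold change of 0.94 ± 0.13 (SE) and an edgeR adjusted p-value of 0.0187. When each library was left out in turn, Angptl2 passed in 4 of 8 fits and Timp1 and Eef1a2 in 3 of 8 fits each. Over the alternatives, the adjusted p-value of Eef1a2 ranged from 1.84e-08 with DESeq2 to 0.586 with the glial marker score as a covariate in edgeR. The log2 fold change of Eef1a2 with that covariate was 0.946, so the difference itself did not shrink.

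Outside the sex-linked genes and the study's list, 7 of the 10 genes with the smallest unadjusted p-values did not pass after adjustment. The levels of the sexes did not overlap for these 7. All 7 passed with DESeq2 and with the edgeR exact test, which do not carry the uncertainty of the dispersion. None of the 7 passed with limma-voom. Accsl (chromosome 2, 93695518 to 93709314; log2 fold change -2.36, edgeR adjusted p-value 0.0596), Bdnf (chromosome 2, 109514857 to 109567204; -0.94, 0.0597) and Steap1 (chromosome 5, 5736317 to 5749326; -1.30, 0.299) were higher in males. Tyrp1 (chromosome 4, 80480027 to 80497623; log2 fold change 1.40, edgeR adjusted p-value 0.186), Pppde1 (chromosome 1, 180117548 to 180182729; 0.99, 0.228), Kcnk5 (chromosome 14, 20959280 to 21001004; 1.10, 0.249) and Notch1 (chromosome 2, 26313423 to 26372183; 1.24, 0.323) were higher in females. Accsl had only 2 to 6 reads per library in females and 15 to 29 in males. Bdnf, which encodes a neurotrophin, was at 69.96 ± 6.13 CPM in females (SD, n = 4) and 134.5 ± 25.6 CPM in males (SD, n = 4).

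**Figure D2:**
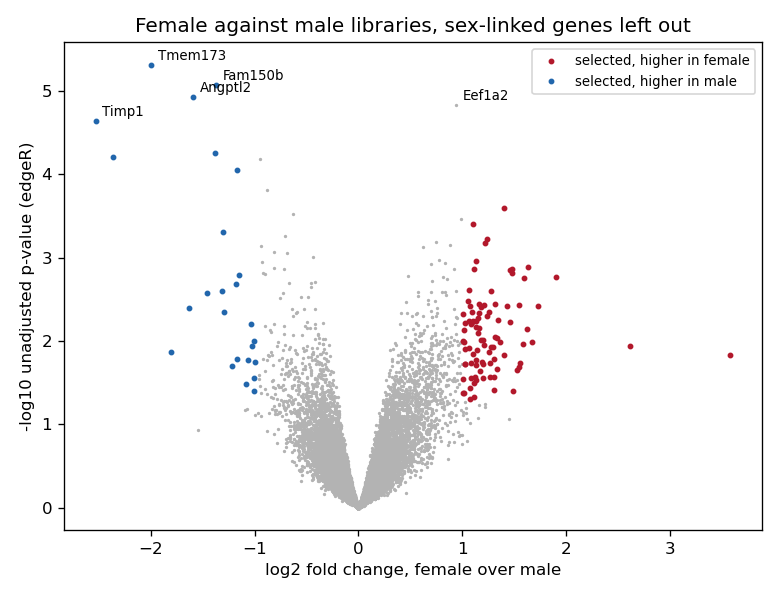
Log2 fold change, female over male (horizontal axis), against -log10 of the unadjusted edgeR p-value (vertical axis) for each tested gene that is not sex-linked. Coloured points are the 91 genes selected as higher in females and the 25 selected as higher in males at a fold change over 2, and the 5 genes with an adjusted p-value under 0.05 are named.

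With the selection rule on unadjusted p-values, 91 genes were female-selective and 25 male-selective at a fold change over 2. At a fold change over 1.5 there were 327 female-selective and 124 male-selective genes. Without the low-count filter, the numbers at a fold change over 2 were 160 and 39. None of the 91 female-selective genes and 4 of the 25 male-selective genes also passed the adjusted p-value of 0.05, so most of this selection was not separable from chance after correction in this fit. Without female replicate 1, 52 of 159 female-selective genes passed. The levels of the sexes did not overlap for 31 of the female-selective and 19 of the male-selective genes. In the fits that each left out one library, 28 of the 91 female-selective and 14 of the 25 male-selective genes were selected every time.

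**Figure D3:**
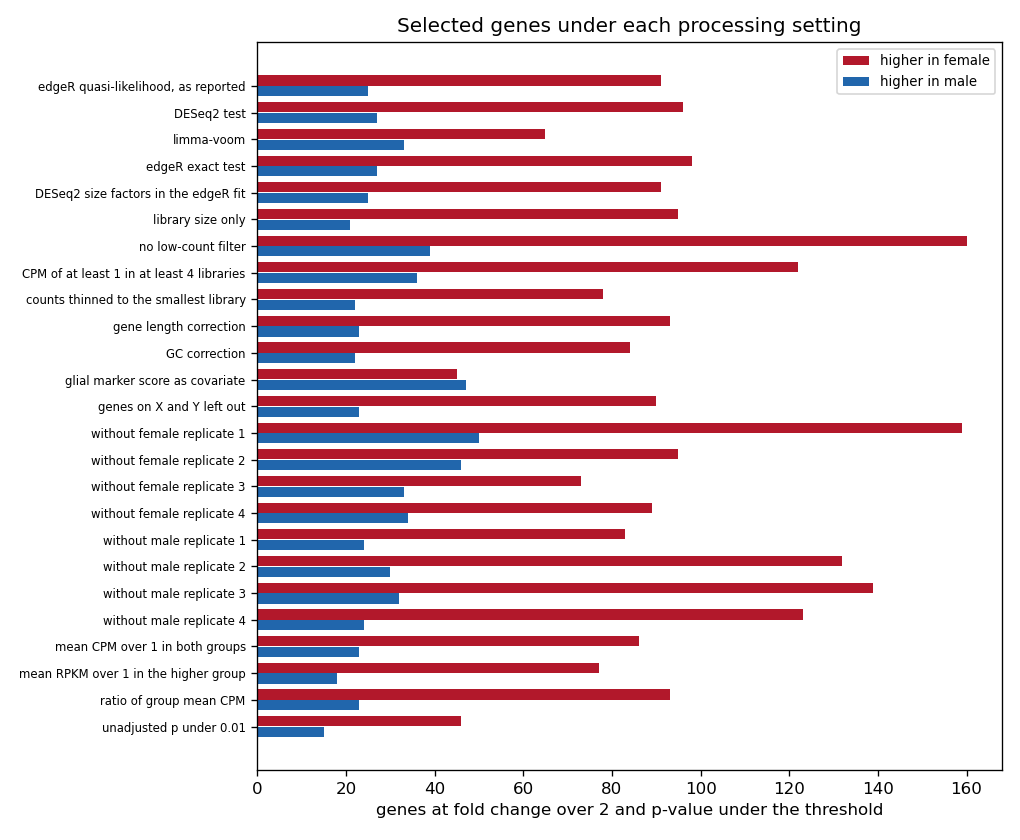
Number of genes selected at a fold change over 2 (horizontal axis, from 0) under each processing setting (vertical axis), as bars for genes higher in female and higher in male libraries. The first pair of bars gives 91 and 25 genes, and the pair with the glial marker score as a covariate gives 45 and 47.

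The study's text names 22 genes as sex-dependent in this preparation. Of these, 21 passed the expression filter, and all 21 changed in the stated direction, 19 with an unadjusted edgeR p-value under 0.05. After adjustment, 18 passed over the list alone and 2 over all genes. A fold change over 2, the study's limit, was reached by 9 of the 21. Pkib (1.55) and Arxes2 (1.84) fell below it, although the study listed both above 2. Abi3bp (1.91), Bgn (1.82), Mxra8 (1.64) and Islr (1.63), which the study named among its female-selective genes at this limit, also fell below it. So did Ptbp2, Dcun1d1, Pcdhb20, Tifa, Stk32a and Lipo1, which the study named as male-selective. The list was called by the study on these same data, so its adjustment shows no stability. With the glial marker score as a covariate, 11 of the genes had an unadjusted p-value under 0.05 in the stated direction. Jub, also called Ajuba (chromosome 14, 55186309 to 55196253), did not pass the filter, with 8 to 12 reads per library in females and 2 to 5 in males. Islr (log2 fold change 0.71 ± 0.35 SE) and Ptbp2 (-0.58 ± 0.27 SE) had unadjusted edgeR p-values of 0.0711 and 0.0570.

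Among the genes named as female-selective, Habp4 (chromosome 13, 64263174 to 64287844) had the largest log2 fold change, 1.91 ± 0.46 (SE), with 96.1 ± 54.5 CPM in females (SD, n = 4) against 25.6 ± 2.07 CPM in males (SD, n = 4). Its edgeR adjusted p-value was 0.428, and the sexes overlapped. The overlap came from female replicate 1, singled out after its values were seen, at 19.4 CPM against 95.8 to 140 in the other females. Without that library the edgeR adjusted p-value of Habp4 was 0.000166, the only pass among the 8 fits that each left out one library. With all libraries it was 0.0068 with DESeq2, 0.0163 with the edgeR exact test and 0.6825 with limma-voom. Sox10, a transcription factor of glial cells (chromosome 15, 78985343 to 78994920), was at 72.9 ± 31.1 CPM in females (SD, n = 4) and 23.4 ± 9.09 CPM in males (SD, n = 4), with a log2 fold change of 1.64 ± 0.38 (SE) and an edgeR adjusted p-value of 0.413. Cd74, the invariant chain of MHC class II (chromosome 18, 60963502 to 60972300), was at 4.99 ± 1.37 CPM in females (SD, n = 4) and 1.64 ± 1.18 CPM in males (SD, n = 4), from 25 to 32 reads per female library and 1 to 20 per male library. The log2 fold change of Cd74 was 1.59 ± 0.51 (SE) and its edgeR adjusted p-value 0.637. Fbxo31, Fam176b, Abi3bp, Bgn and Mxra8 had log2 fold changes of 1.18, 1.03, 0.93, 0.86 and 0.72.

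Among the genes named as male-selective, Adamts8 (chromosome 9, 30750147 to 30771423), Serpina3i (chromosome 12, 105501332 to 105507582) and Arxes2 (X: 132528359 to 132529898) had log2 fold changes of -1.17 ± 0.19, -1.38 ± 0.21 and -0.88 ± 0.15 (SE). Their edgeR adjusted p-values were 0.0745, 0.0585 and 0.121. Pkib (chromosome 10, 57351887 to 57460918) was at 57.3 ± 5.32 CPM in females (SD, n = 4) and 88.9 ± 8.52 CPM in males (SD, n = 4), with a log2 fold change of -0.63 ± 0.12 (SE) and an edgeR adjusted p-value of 0.209. Lipo1, Tifa, Stk32a, Dcun1d1 and Pcdhb20 had log2 fold changes of -0.82, -0.71, -0.71, -0.62 and -0.62. Serpina3i, Pcdhb20, Arxes2 and Lipo1 belong to families with near-identical copies, so reads shared between copies leave their levels uncertain.

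Marker sets were used to ask whether cell types of the ganglion, or gene families of processes that the study discussed, differed as a whole. The satellite glia and Schwann cell set (15 genes) scored 7.22 ± 0.103 in females (SD) and 6.73 ± 0.434 in males (SD), a difference of 0.492 with an exact permutation p-value of 0.0286 (adjusted 0.149), and 4 of 4 female libraries lay above every male library. The fibroblast and extracellular matrix set (10 genes scored) differed by 0.604 with an exact permutation p-value of 0.0286 (adjusted 0.149), again with 4 of 4 female libraries above every male library. The macrophage and MHC class II set (5 genes scored) was 0.848 higher and the myelinated neuron set 0.618 higher in females, each with an exact permutation p-value of 0.0571 (adjusted 0.149). The peptidergic neuron set differed by -0.289 with an exact permutation p-value of 0.0571 (adjusted 0.149). No set passed after adjustment, but the design nearly fixed this outcome: with 0.0286 as the smallest exact permutation p-value, a set can pass over 13 sets only if at least 8 sets reach that value together.

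Sets for 4 gene families, which the study linked to males mainly in Percoll-enriched neurons rather than in this preparation, differed by less than the spread between female replicates, which comes mostly from female replicate 4. The difference was 0.0738 for nuclear genes of oxidative phosphorylation (74 genes scored; exact permutation p-value 0.714), -0.00055 for proteasome subunits (37 genes scored; exact permutation p-value 1), -0.0514 for cytosolic ribosomal proteins (60 genes scored; exact permutation p-value 0.629) and 0.0278 for mitochondrial ribosomal proteins (74 genes scored; exact permutation p-value 1). Without female replicate 4, all 4 of these sets were lower in females. The differences were -0.136 for cytosolic ribosomal proteins (exact permutation p-value 0.0286), -0.0711 for proteasome subunits (0.0857), -0.0613 for mitochondrial ribosomal proteins (0.0571) and -0.0217 for oxidative phosphorylation (0.686), none adjusted for the number of sets. Only 60 of 83 cytosolic ribosomal protein genes passed the filter. Reads with several alignments were not part of the gene counts, so the level of that set is uncertain. The pan-neuronal set (15 genes) differed by 0.0323 with an exact permutation p-value of 0.771. The setting that moved the glial difference most left out male replicate 1 and gave 0.283.

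**Figure D4:**
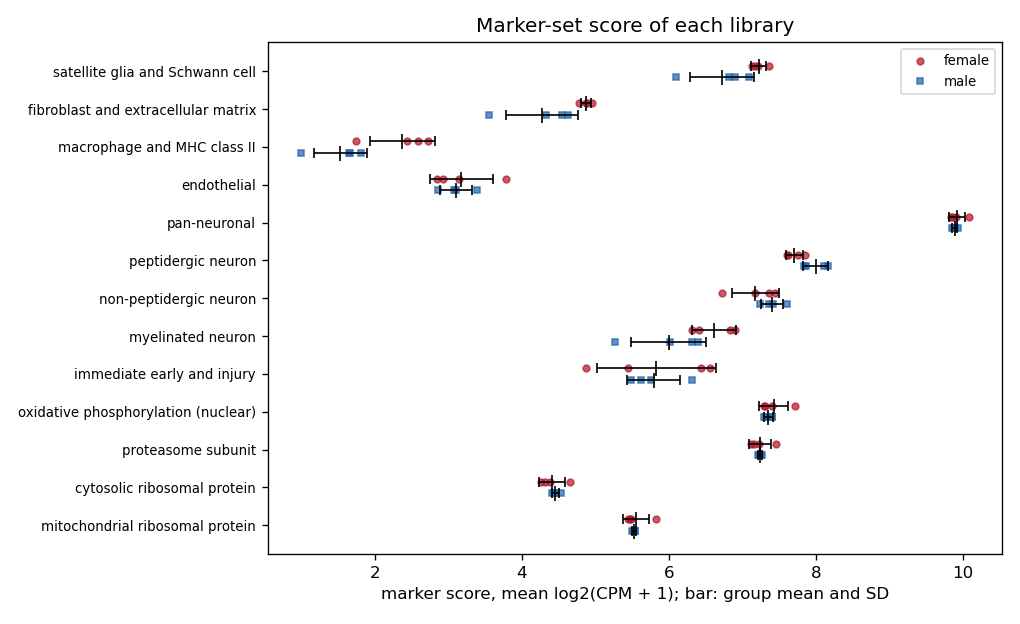
Score of each of 13 marker sets (vertical axis) in each library, as mean log2(CPM + 1) on the horizontal axis; circles are female and squares male libraries, and bars give the group mean and SD. Glial scores average 7.22 in females and 6.73 in males, and pan-neuronal scores 9.92 and 9.88.

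The libraries of one sex were not equally alike. The chi-square per degree of freedom between female replicate 4 and the other females was 32.6 to 48.7, and at most 12.9 between any other pair of libraries of one sex. The deviation of female replicate 4 from the median library correlated across genes with exon length (Spearman's rho -0.526) and with exon GC content (rho 0.349). These correlations are across 12388 genes, which are not independent replicates.

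**Figure D5:**
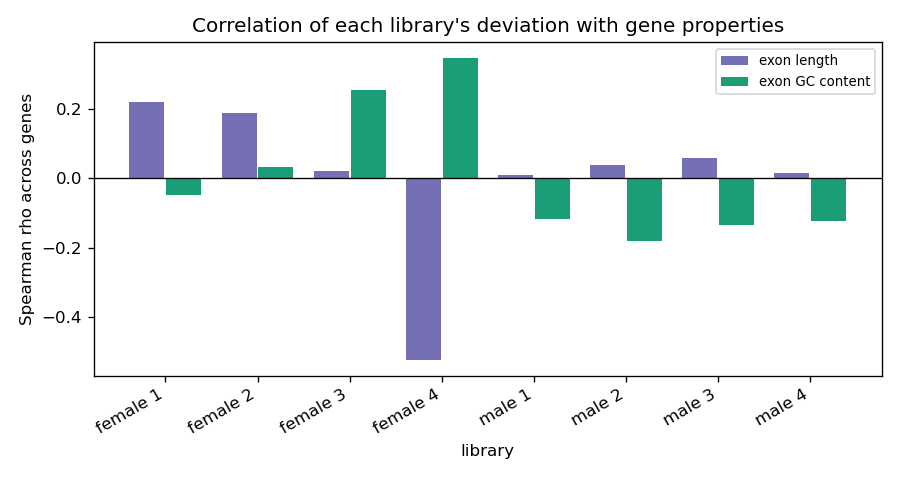
Spearman's rho across genes between the deviation of each library from the median library and exon length or exon GC content (vertical axis), as a pair of bars per library (horizontal axis). Female replicate 4 has rho -0.526 with length and 0.349 with GC content, and the male libraries have rho from -0.182 to -0.118 with GC content.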

Values the study reported

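For back-labelled DRG neurons of the hindpaw and thigh, the study reported 88 genes selective for females and 24 selective for males at a fold change over 2, with 4 samples in each group. At a fold change over 1.5 it gave 285 genes for females and 122 for males. Among single genes it listed fold changes of 3.8 for Habp4 and 3.1 for Sox10 in favour of females, and of 4 for Tmem173 and 2.5 for Alkal2 in favour of males. By quantitative PCR the study also reported Cd74, Islr, Bgn and Mxra8 as higher in females, and Pkib and Arxes2 as higher in males. It described this for back-labelled DRG neurons and for Percoll-enriched neurons of the trigeminal ganglion.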

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

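All tests in this part were chosen or worded after the results were seen. In each sex, the library at either end was set against the other 3 for depth, marker scores, trends with gene properties and named genes. Of 107 such comparisons, 4 showed a library far from the others, where chance gives about 5.35, so the number of these cases is what chance alone gives. No biological explanation was tested for a single library that differs from others of its sex.

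The mitochondrial ribosomal protein score of female replicate 4 was 5.82, against 5.44 to 5.48 in the other females. These genes are short, with a median exon length of 1700.5 bases against 3832.5 for all tested genes, and this library was rich in short genes. After the length correction the gap to the nearest female, over the range, was 0.817, and the excess of this library over the mean of the others went from 0.357 to 0.228, so length may explain part of the gap but cannot be told apart from other sources of the rest. The GC correction left the gap over the range at 0.898, the value before correction, and raised the excess from 0.357 to 0.459, so GC content did not account for it.

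Bgn, a matrix gene, was at 2.48 on the log2(CPM + 1) scale in male replicate 1, from 33 reads, against 3.85 to 4.12 in the other males, from 80 to 110 reads. The gap was 5.18 times the counting error. That error takes each read as independent and leaves out variation between mice (biological coefficient of variation 0.205), so a gap above it is no evidence beyond ordinary variation between mice. The fibroblast score of male replicate 1 computed without Bgn was 3.68, the lowest of the 8 libraries, where the other males ranged from 4.37 to 4.69. A smaller share of RNA from non-neuronal cells in this library is a candidate explanation.

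Stk32a was at 4.19 on the log2(CPM + 1) scale in male replicate 1, from 124 reads, against 3.40 to 3.43 in the other males. The gap was 3.72 times the counting error, which has the same limit, and no other explanation was tested. Lipo1 was at 3.91 in male replicate 4, from 95 reads, against 3.46 to 3.53 in the other males, from 60 to 76 reads. That gap was 1.86 times the counting error, so counting error may account for it.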

How the results depend on the processing

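Of the counts of genes under the alternatives, 131 stayed within 1.5 times the reported count and 28 did not; the cause was not tested for those that moved. The number of genes with an adjusted p-value under 0.05, reported as 5, was 42 with DESeq2 and 41 with the edgeR exact test, and both included the 5 reported genes. The direction moved too: 1 gene higher in females and 4 in males became 21 and 21 with DESeq2, 21 and 20 with the exact test, and 68 and 10 without female replicate 1. It was 0 with the glial marker score as a covariate, where 297 genes had an unadjusted p-value under 0.05. It ranged from 1 to 78 genes across the 8 fits that each left out one library, and 1 of the 5 genes, Tmem173, passed in all of them. DESeq2 and the exact test do not carry the uncertainty of the dispersion that the quasi-likelihood test carries.

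Female-selective genes at a fold change over 2, reported as 91, numbered 160 without the low-count filter, 46 with an unadjusted p-value under 0.01 and 45 with the glial covariate, and ranged from 73 to 159 across the fits that each left out one library. Male-selective genes at this fold change, reported as 25, numbered 39, 15 and 47 under the same 3 settings and ranged from 24 to 50. Of the reported genes, 18 female-selective and 11 male-selective ones were also selected with the glial covariate. At a fold change over 1.5, female-selective genes numbered 106 with the glial covariate and 96 with an unadjusted p-value under 0.01, and ranged from 224 to 462 when a library was left out. Male-selective genes numbered 117 with the glial covariate and 41 with an unadjusted p-value under 0.01, and ranged from 96 to 272. Of the study's genes, 11 had an unadjusted p-value under 0.05 in the stated direction with the glial covariate. The fits that left out one library gave 16 to 19. DESeq2 size factors and library size alone gave 91 and 95 female-selective and 25 and 21 male-selective genes at a fold change over 2.

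Libraries that share a number come from different mice, and their deviations from the group means had a mean correlation of 0.0333, against -0.0106 for libraries with other numbers. No pairing by number was seen, but these means were compared without a test, so a shared batch cannot be excluded. With the replicate block, 1 gene had an adjusted p-value under 0.05, 1 with thinned counts and the block, 2 with the length correction and the block, and 8 with the GC correction and the block. In the first 2 of these fits the gene was Sox10, and none of the 5 reported genes was among the calls. The length correction with the block kept Fam150b, and the GC correction with the block kept 4 of the 5 (Angptl2, Fam150b, Timp1 and Tmem173). Sox10 passed in all 4 block fits, with edgeR adjusted p-values from 0.00681 to 0.0295, against 0.413 without the block. For marker sets, the block leaves the differences as they are, and signs flipped over 4 pairs cannot give an exact p-value below 0.125.

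Among single genes, Islr reversed with the glial covariate, to a log2 fold change of -0.0565; the cause was not tested. The other results kept their direction over all settings: 622 also kept their side of an adjusted p-value of 0.05, 37 no longer passed it and 51 passed it only under the alternative.

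Among marker sets, 156 differences kept direction and side of 0.05, 19 reversed, 9 rose above it and 5 fell below it. The exact p-value of 0.0286 rose whenever 1 female library was left out, to 0.0571 for the glial and 0.0857 for the fibroblast set. It was kept whenever a male library was left out. The differences without a female library were 0.444 to 0.523 (glial) and 0.577 to 0.636 (fibroblast), and the females left still lay above every male. The rise therefore came from other labelings of 3 against 4 libraries that gave as large a difference. It does not show that the differences rest on 1 female library. Relative to the pan-neuronal score, the glial difference was 0.460 (exact p-value 0.0571) and the macrophage difference 0.816 (exact p-value 0.0286). Sets with differences near 0 changed sign: pan-neuronal -0.0164 and cytosolic ribosomal 0.0340 with medians, proteasome 0.00144 with pseudocount 0.1 and 0.0192 with library size, and mitochondrial ribosomal -0.00441 relative to the pan-neuronal score. Across the fits that each left out one library, the differences ranged from 0.283 to 0.613 (glial), 0.368 to 0.726 (fibroblast), 0.671 to 1.06 (macrophage), 0.374 to 0.750 (myelinated), -0.342 to -0.234 (peptidergic), -0.318 to -0.0799 (non-peptidergic), -0.138 to 0.176 (endothelial), -0.0203 to 0.0587 (pan-neuronal), -0.203 to 0.357 (immediate early), -0.0217 to 0.119 (oxidative phosphorylation), -0.0711 to 0.0383 (proteasome), -0.136 to -0.00399 (cytosolic ribosomal) and -0.0613 to 0.0655 (mitochondrial ribosomal). The causes of the other changes were not tested.

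Depth limits what low genes can show: at 0.409 to 0.625 CPM for 3 reads, genes such as Jub and Accsl rest on single-digit reads in one sex. The planned merging of duplicate libraries was not run, since no pair of libraries of one sex agreed within sampling error; pairs across the sexes were not compared.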

Other observations

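All tests in this part were chosen or worded after the results were seen, and each explanation is a hypothesis.

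Other splits of the 8 libraries into 4 and 4 were fitted in the same way. The groups share replicate numbers, so the real split was compared first with the 8 splits that part all 4 same-numbered pairs. Among these the smallest possible share is 1 of 8. Since no pairing by number was seen, the shares over all 35 splits are also given. The real split gave the most genes among the 8: 1 of 8 splits had as many genes with an adjusted p-value under 0.05 (5 genes, against 0 in the others), 1 of 8 as many at a fold change over 2 (116 genes, against at most 94) and 1 of 8 as many at a fold change over 1.5 (451 genes, against at most 284). The other 27 splits keep 2 or 4 same-numbered pairs together. Over all 35 splits, the real one included, 1 of 35 had as many genes with an adjusted p-value under 0.05 (at most 0 in the others), and 1 of 35 as many with an unadjusted p-value under 0.05 (884 genes, against at most 836). At a fold change over 2, 3 of 35 had at least 116 genes (at most 121 in the others), and at a fold change over 1.5, 2 of 35 had at least 451 (at most 462).

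More genes were female-selective than male-selective at a fold change over 2. Technical explanations were tested by correction. Female-selective genes numbered 93 after the length correction (23 male-selective), 84 after the GC correction (22 male-selective) and 78 with counts thinned to the smallest library (22 male-selective), so none of these 3 accounts for the excess. The lowest number when a library was left out was 73, with 33 male-selective genes, so leaving out a single library did not remove the excess at this fold change. Among the 8 splits that part all 4 pairs, 1 had at least 91 genes on one side (at most 74 in the others). Over all 35 splits, 4 had as many (at most 102 in the others). Female replicate 1 with male replicates 1, 3 and 4, against the other libraries, gave 15 and 102 genes. An excess of this size on one side therefore also arose in splits that mix the sexes. At an unadjusted p-value under 0.05 with no limit on the fold change, 554 genes were higher in females and 330 in males, but 723 and 724 without female replicate 4, so that excess rests on this library. With the glial score as a covariate the numbers were 45 and 47, but this score separates the sexes and cannot be told apart from sex.

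A test that does not rest on the difference between the sexes was run for RNA from glial cells. Within each sex, the median correlation of female-selective genes with the glial score, marker genes left out, was 0.233 over 8 libraries, at percentile 99.93 of 10000 random gene lists matched on mean expression. Without male replicate 1, in both the selection and the correlation, it was 0.271, at percentile 100. For male-selective genes the median was -0.345 at percentile 0.01, and 0.1003 at percentile 68.3 without male replicate 1, so that relation rests on this library. The random lists were drawn gene by gene and did not keep any correlation among the selected genes. These percentiles may therefore overstate the evidence and are not p-values. The female-selective list may in part reflect a larger share of glial RNA in the female libraries, but this test does not settle it. The correlation was not recomputed without female replicate 1, so it may rest on that library. Female replicate 1 had the lowest glial score of the females (7.13) and was the lowest female for 64 of the 91 genes. Whether that share differed through sorting or through biology was not tested.

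Glial and fibroblast scores were higher in the female libraries. Male replicate 1 had the lowest score in both sets, but without it the glial difference was still 0.283 of the reported 0.492. If RNA from non-neuronal cells carried over during sorting, both scores would vary together within a sex. Centred within sex, they correlated over 8 libraries with Pearson's r 0.949 (permutation p-value 0.0417) and Spearman's rho 0.881 (permutation p-value 0.0312). After adjustment over the 2 relations computed, these were 0.0833 and 0.0538. Taken apart, r was 0.968 in males and 0.505 in females, so the relation came mainly from the males. Without the 2 libraries farthest from the median, r was 0.725. The glial and myelinated neuron scores gave r 0.795 (permutation p-value 0.0972) and rho 0.762 (permutation p-value 0.0538). For these scores r was 0.964 in males and -0.162 in females. Without the same 2 libraries r was 0.250, so that relation rests on those libraries. Carryover could explain the higher scores, but it cannot be told apart from a sex difference in cell content.

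Female replicate 4 stood apart from the other females, with 69.3 on the first principal component (43.3% of variance) against -18.8 to 4.52 for the other 7 libraries. Its depth of 5.94 M gene reads lay within the range of the others. It had 0 reads of 4 Y-linked genes and 423 reads of Xist, so a male library under a female label is excluded. Its glial score of 7.17 lay within the range of the other females. Its deviations correlated across genes with exon length (rho -0.526), where the other libraries had rho from 0.00917 to 0.222. Loss of long transcripts during RNA handling or cDNA amplification is a candidate explanation, for which no direct measure was used here. The library also held 162 reads of the haemoglobin gene Beta-s, singled out after its values were seen, against 2 to 14 in the other females and 0 to 11 in the males.

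Of the 91 female-selective genes, female replicate 4 was the highest female for 38 (41.8%, against 25% by chance), female replicate 3 for 32 (35.2%), female replicate 2 for 17 and female replicate 1 for 4, while female replicate 1 was the lowest female for 64. Of the 91 genes, 58 were also selected without female replicate 4.

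Across genes, the log2 fold change rose with exon GC content (rho 0.37), and the median GC content of female-selective genes was 55.4% against 49.9% for all tested genes. Without female replicate 4 the correlation was 0.230, so this library did not account for all of it. Among the 8 splits that part all 4 pairs, 1 of 8 had as large a correlation, and the largest other was 0.351 in size. That split differs from the real one only by exchanging the replicate 1 libraries of the sexes, so it does not part a trend with sex from a trend of single libraries. The correlation with exon length was -0.220, and 0.122 without female replicate 4, so its sign rests on that library.

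The counting may have used one strand of libraries that keep no strand. On average 1.79% of gene reads would lie in exon bases shared with a gene on the other strand, if reads are even along exons, while ambiguous reads were 0.3795% of gene reads, a ratio of 4.71. Female libraries also held 502 Tsix reads beside 2332 Xist reads, but only about 261 would come from the shared exon bases, so this explanation does not account for all Tsix reads. Each library had 1.37 to 1.54 reads outside features per gene read. The annotation used by the authors is not stated, so the ratio cannot be told apart from a difference in annotation. If it holds, about as many reads would have fallen on the other strand as were counted, and the levels of genes with an antisense neighbour are affected.

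X-linked genes known to escape inactivation were listed after the comparison of the sexes was seen (Kdm6a, Eif2s3x, Ddx3x, Kdm5c, 5530601H04Rik and 2610029G23Rik). Their mean score was 0.187 higher in females, with an exact permutation p-value of 0.543, and 5 of the 6 were higher in females, so no difference was detectable for the set over all 8 libraries. This rests on female replicate 4: without it the difference was 0.390, with an exact permutation p-value of 0.0286 over 35 labelings. Kdm6a was at 3.47 CPM in female replicate 4, against 18.9 to 20.9 in the other females and 12.8 to 15.8 in males, and Ddx3x, Kdm5c and Eif2s3x were also lowest in this library. But 5530601H04Rik and 2610029G23Rik, of 9005 and 6098 exon bases, were highest in it, and Eif2s3x has 3812, so exon length does not account for the pattern within the set. Leaving out each of the other 7 libraries gave differences from 0.107 to 0.198, with exact permutation p-values of 0.543 or more. Female replicate 4 was singled out after its values were seen, so the result without it is a hypothesis. The lincRNA 5530601H04Rik had the largest log2 fold change, 0.88, with an edgeR adjusted p-value of 0.338.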
